# Unmodulated 40 Hz Stimulation as a Therapeutic Strategy for Aging: Improvements in Metabolism, Frailty, and Cognitive Function in Senescence-Accelerated Prone 10 Mice

**DOI:** 10.3390/biom14091079

**Published:** 2024-08-28

**Authors:** Tatsunori Shimizu, Hidetaka Ota, Ayuto Kodama, Yasuhiro Suzuki, Takako Ohnuma, Rieko Suzuki, Kaoru Sugawara, Yasushi Sato, Hiroyuki Kodama

**Keywords:** aging, glucose tolerance, muscle, unmodulated 40 Hz stimulation

## Abstract

With aging populations in many countries, including Japan, efforts to mitigate the aging-related decline in physical function have gained importance not only for improving individual quality of life but also for mitigating the effects of this loss of function on society. Impaired glucose tolerance, muscle weakness, and cognitive decline are well-known effects of aging. These interrelated factors can create a vicious cycle because impaired glucose tolerance can accelerate muscle weakness and cognitive decline. Unmodulated 40 Hz (u40Hz) stimulation is imperceptible to the human ear and has been reported to improve cognitive function in humans and mice. However, research on the effects of u40Hz stimulation is still limited. This study aimed to report the effects of u40Hz stimulation on glucose tolerance and muscle strength in senescence-accelerated prone (SAMP)-10 mice, a model of accelerated aging. SAMP-10 mice underwent five weeks of u40Hz stimulation followed by glucose-tolerance tests, cognitive and behavioral assessments, and frailty evaluations. In comparison with the control group, the u40Hz-stimulation group showed mitigation of age-related decline in glucose tolerance, a better frailty index (FI), and notably preserved muscle strength. Microarray analysis of stimulated muscle tissue revealed significant upregulation of β-oxidation genes and genes functioning downstream of peroxisome proliferator-activated receptor gamma, and significant downregulation of clock genes. These findings indicate the beneficial effects of u40Hz stimulation on glucose tolerance, muscle strength, and cognitive function, warranting further research in this area.

## 1. Introduction

With the aging of the population in numerous countries, extending healthy life expectancy has become a crucial issue. With people living longer, maintaining a high quality of life has become as important as increasing lifespan. Frailty is defined a dynamic state wherein individuals experience loss in one or more domains of human functioning (physical, psychological, or social). Frailty is influenced by a number of variables, and the occurrence of frailty increases the risk of adverse outcomes. However, assessments of the relationship between aging and frailty should move beyond viewing aging as a natural process and attempt to understand its broader impact. Age-related declines in physical function and metabolic capacity may increase the risk of frailty. Moreover, in addition to decreasing the individual’s quality of life, this decline also results in an increase in the societal economic burden due to the rising need for caregiving and support.

Muscle weakness is an important factor in the diagnosis of frailty [1], and muscle strength is a key indicator of frailty in clinical practice. Muscle strength is an essential element in maintaining the ability to perform daily activities and a favorable quality of life. Preservation of muscle strength is extremely important for maintaining a healthy lifestyle. Muscle strength tends to decline with age, and the incidence of sarcopenia (progressive decline in muscle mass, strength, and physical function) is increasing in Asia, where the elderly population is increasing [2]. Sarcopenia has recently received increased attention in clinical settings owing to its association with various adverse health effects such as decreased mobility and increased mortality rates [3]. Currently, the most effective strategy for preventing sarcopenia is to adopt a healthier lifestyle, including adherence to a high-quality diet and regular physical activity [4]. However, this may be difficult in certain living environments, and identification of additional preventive measures is important in this regard.

Diabetes mellitus is a significant global health challenge with an increasing prevalence worldwide. Complications associated with diabetes, including cardiovascular disease, neuropathy, nephropathy, and retinopathy, pose substantial risks to the affected individuals and contribute to increased morbidity and mortality. The decline in glucose tolerance with age is well known [5,6], and the prevalence of diabetes has been shown to increase with age [7]. The causes of the age-related impairment in glucose tolerance include decreased insulin sensitivity and islet cell dysfunction [8]. Possible reasons for the diminished effectiveness of insulin with aging include (1) increased abdominal fat mass, (2) decreased physical activity, (3) sarcopenia, (4) mitochondrial dysfunction, (5) hormonal changes (such as reduced levels of insulin-like growth factor 1 and dehydroepiandrosterone), and (6) heightened oxidative stress and inflammation [9]. Moreover, a decrease in muscle strength and mass can cause impaired glucose tolerance, and elderly diabetic patients have been reported to show decreased muscle strength and mass [10]. Furthermore, diabetes is a risk factor for dementia [11].

Unmodulated 40 Hz (u40Hz) stimulation is a type of tactile stimulation that utilizes ultra-low-frequency vibrations, typically at 20 Hz or lower, that fall within the non-audible range for humans [12]. These vibrations are believed to engage various levels of the central nervous system, and this stimulation elicits cognitive responses in humans [13]. In a study by Clements-Cortes et al., both 40 Hz acoustic stimulation and visual stimulation with Digital Versatile Discs were applied as interventions for patients with mild AD and outpatients in a healthcare facility [14]. However, none of the previous reports have described the effects of u40Hz stimulation on muscle strength or glucose tolerance. Vibration stimulation has been reported to promote the healing of muscle injury [15] and alleviate acute exercise fatigue [16], suggesting that vibration stimulation may have restorative and protective effects on muscles.

Although u40Hz stimulation is thought to affect the nervous system primarily through the effects of tactile stimulation on the central nervous system, the fact that u40Hz stimulation can transmit vibrations deep into the body suggests that its effects may be directly involved in muscle contraction and strengthening. Therefore, we hypothesized that u40Hz stimulation has both direct effects on muscles and indirect effects on glucose tolerance via muscles, and we aimed to test this hypothesis using senescence-accelerated prone (SAMP)-10 mice, a model of accelerated aging.

## 2. Materials and Methods

### 2.1. Animals

Male SAMP-10 mice (age, 15 weeks) were purchased from Japan SLC, Inc. (Shizuoka, Japan) and housed and maintained in a room at 22 ± 2 °C with automatic light cycles (12 h light/dark) and relative humidity of 40–60%. The mice had free access to a normal diet (CE-2; Clea Japan, Tokyo, Japan) and water. Animal experiments were conducted in accordance with the National Institutes of Health Guide for the Care and Use of Laboratory Animals (8th edition, 2011) and approved by the Research Ethics Committee of the Faculty of Medicine, Akita University. The mice were divided into one group (*n* = 11) that underwent 5 weeks of u40Hz stimulation and a control group (*n* = 12) that did not undergo u40Hz stimulation. Before and after 5 weeks of u40Hz stimulation in the u40Hz-stimulation group, mice in both groups underwent the glucose-tolerance test; the Y-maze and open-field tests for cognitive and behavioral assessments; and frailty index (FI) evaluations for assessment of frailty as a measure of muscle strength, and the results of the two groups were compared.

### 2.2. U40Hz Stimulation

Mice in the u40Hz-stimulation group received continuous vibration stimulation and inaudible low-frequency stimulation at 40 Hz for 24 h a day for 5 weeks. The u40Hz stimulation was administered using a u40Hz-stimulation system, which consisted of an MP3 player (RUIZU^®^ Digital Player X02 (Shenzhen RUIZU Technology Co., Ltd., Shenzhen, China)) and woofer (YAMAHA-NS-SW050/B (Yamaha Corporation, Hamamatsu, Shizuoka, Japan)).

### 2.3. Oral Glucose-Tolerance Test

Glucose and plasma insulin levels were measured before and after the oral administration of glucose (2 g/kg body weight) following a 16 h fast. Blood glucose levels were measured at pre-glucose load and 15, 30, 60, and 120 min post-load using the Glutest Mint assay (Sanwa Kagaku Kenkyusho, Aichi, Japan). Plasma insulin concentrations were measured at pre-glucose load and 30 min post-load using an ultrasensitive mouse insulin enzyme-linked immunosorbent assay kit (Morinaga Institute of Biological Science, Kanagawa, Japan).

### 2.4. Food Intake Experiment

To assess food intake, we measured the reduction in the amount of food over a three-day period. The experimental procedure was as follows: Initially, we measured and recorded the weight of the food provided to each mouse at the beginning of the experiment. The mice were then allowed to consume food freely for a period of three days. At the end of this period, we weighed the remaining food. The total amount of food consumed over the three days was calculated by subtracting the final weight from the initial weight. This total was then divided by three to obtain the average daily food intake for each mouse.

### 2.5. FI Assessment

Each mouse was assigned an FI score based on the 31-item FI scale [17]. The severity of each item was rated on a scale of 0, 0.5, or 1. The FI score was determined by averaging the ratings assigned by three evaluators for each item. Finally, the total score of all 31 items was divided by 31 to calculate the FI.

### 2.6. Physical Function Measurements

The forelimb grip strength of the SAMP-10 mice was measured using a Grip Strength Meter (Columbus Instruments, Columbus, OH, USA). Locomotor function, including travel distance and average walking speed, were evaluated in SAMP-10 mice of the same age using the open-field test.

### 2.7. Open-Field Test

To evaluate locomotion and signs of depression, a modified open-field test was used to measure the fear response to novel stimuli. This test was performed using an open-field system (O’Hara Co., Ltd., Tokyo, Japan) with a 10 cm area adjacent to the surrounding wall designated as the periphery and the remainder of the open field constituting the central area. The dimensions of the open field were 500W × 500D × 300H mm^3^. The SAMP-10 mice were allowed to freely explore the open-field environment for 5 min. Parameters such as distance traveled, the ratio of distance traveled in the central area to the total distance traveled, time spent in the center, and alternation rate were analyzed. The software used for the open-field test was TimeOFCR1 (O’Hara & Co., Ltd.).

### 2.8. Y-Maze Test

The Y-maze test (O’Hara Co., Ltd., Tokyo, Japan), a task assessing hippocampal-dependent short-term spatial working memory and reference memory, was conducted to evaluate the exploratory behavior of the SAMP-10 mice. This test involved observing the behavior of the mice, including the number and sequence of entries into each arm, for 5 min. An entry was recorded when the mouse’s entire body was inside the arm. The mice were considered to show alternation behavior when they entered the three different arms consecutively, reflecting their working memory capacity. The number of spontaneous alternation behaviors was counted, and the alternation ratio was calculated as the number of spontaneous alternations/(the total number of arm entries − 2). The dimensions of the Y-maze were as follows: corridor floor width = 30W mm, corridor upper part width = 120W × 400D × 120H mm The software used for the Y-maze test was TimeYM1 (O’Hara & Co., Ltd.).

### 2.9. Microarray Analysis

The triceps brachii muscle from SAMP-10 mice was used for microarray analysis. Briefly, total mouse RNA was extracted using the RNeasy Mini Kit (Qiagen, Hilden, Germany). Target RNA was prepared by converting the mRNA into double-stranded cDNA using a T7-(dT)24 primer incorporating a T7 RNA polymerase promoter. Double-stranded cDNA synthesis and generation of biotin-labeled cRNA were performed with the GeneChip^®^ WT Plus Kit (Affymetrix, Thermo Fisher Scientific, Santa Clara, CA, USA). After fragmentation of cRNA to sizes ranging from 35 to 200 bases by heating (35 min at 95 °C), 10 μg of RNA fragments was hybridized (16 h at 45 °C) to the Affymetrix Mouse Clariom S Array (Affymetrix, Thermo Fisher Scientific). After hybridization, the gene chips were automatically washed and stained with streptavidin–phycoerythrin using a GeneCip Fluidis Station 450. The chips were scanned using a GeneChip Scanner 3000 7G (Affymetrix, Thermo Fisher Scientific, Inc.). Primary data analysis was performed using the Affymetrix Transcriptome Analysis Console (TAC) software, version 4.0. 3.14 and normalized and analyzed in accordance with the TAC user guide. Data were deposited in the National Center for Biotechnology Information Gene Expression Omnibus (accession number: GSE269209).

### 2.10. Statistical Analyses

Statistical analyses were performed using a two-way repeated measures ANOVA to evaluate the effects of u40Hz stimulation and time on blood glucose levels. Welch’s *t*-test was used for comparison of data from the oral glucose-tolerance test, whereas the Mann–Whitney U test was used to analyze the other results. The results were presented as mean ± standard deviation for the oral glucose-tolerance test and median ± interquartile range for the other analyses. Statistical significance was set at *p* < 0.05. All analyses were performed using SPSS (Version 26.0, SPSS Inc., Chicago, IL, USA).

## 3. Results

### 3.1. U40Hz Stimulation Improves Glucose Tolerance in Aging SAMP-10 Mice

The glucose tolerance of SAMP-10 mice, a mouse model of accelerated aging, was tested at 25 weeks of age and then at 31 weeks of age after 5 weeks of u40Hz stimulation. In the oral glucose-tolerance test after u40Hz stimulation, the u40Hz-stimulation group (*n* = 11) showed significantly lower blood glucose at fasting (65.5 ± 18.9 mg/dL vs. 101.9 ± 26.2 mg/dL), 15 min post-load (236.1 ± 62.5 mg/dL vs. 346.8 ± 75.6 mg/dL), and 30 min post-load (285.8 ± 78.5 mg/dL vs. 368.8 ± 77.3 mg/dL) than the control group (*n* = 12) (Figure 1). Before the u40Hz stimulation, the two-way ANOVA indicated only a significant interaction effect with time between the two groups (*p* < 0.001). After the u40Hz stimulation, we observed a significant main effect due to the u40Hz stimulation (*p* = 0.028) and a significant interaction effect with time (*p* < 0.001). The combined interaction effect of u40Hz stimulation and time approached significance (*p* = 0.053). Body weight, food intake, and body temperature did not differ significantly between the two groups before and after stimulation. Similarly, the insulin levels remained comparable between the groups before and after glucose loading.

### 3.2. U40Hz Stimulation Prevents Age-Related Muscle Weakness and Significantly Improves FI

Measurements of FI in SAMP-10 mice were obtained at 25 weeks and then at 31 weeks after 5 weeks of u40Hz stimulation. While the two groups showed no significant difference in FI before stimulation, the u40Hz-stimulation group (*n* = 11) showed a significantly lower FI than the control group (*n* = 12) after u40Hz stimulation (Table 1, Figure 2). Among the parameters used to evaluate the FI (2.25 ± 1.00 vs. 3.23 ± 1.43), grip strength (144.1 ± 28.3 gf vs. 91.7 ± 34.6 gf), coat condition, and piloerection were better in the u40Hz-stimulation group than in the control group.

### 3.3. U40Hz Stimulation Could Potentially Improve Spatial Memory and Learning Skills

We conducted open-field and Y-maze tests to assess mouse activity, stress, cognitive function, and spatial memory. In the open-field test, the two groups showed no significant differences in the total distance, average speed, or time spent in the center region (Figure 3), indicating equivalent activity and stress levels. However, in the Y-maze test, while the two groups showed no significant difference in alternation behaviors before u40Hz stimulation, the u40Hz-stimulation group (*n* = 11) showed significantly better results than the control group (*n* = 12) after stimulation (66.7% ± 50.0% vs. 25.0% ± 44.1%; Figure 3), indicating the potential beneficial effect of u40Hz stimulation on spatial memory and learning skills.

### 3.4. U40Hz Stimulation Results in Upregulation of Genes Associated with the PPARγ Pathway and β-Oxidation Pathway While Downregulating the Expression of a Clock Gene

To investigate the mechanisms underlying the effects of u40Hz stimulation on glucose tolerance and muscle strength in SAMP-10 mice, microarray analysis using biceps brachii muscle specimens was conducted to compare the differences in gene expression between groups with and without u40Hz stimulation (Figure S1). 

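One Affymetrix Mouse Clariom S array, a 1-colour array that measures each gene with a set of short probes, was hybridized per mouse, with 3 mice of the u40Hz-stimulation group (mice 4, 10 and 11, stimulated at 40 Hz for 5 weeks) and 3 mice of the control group (mice 1, 6 and 8). The mouse numbers are those of the sample labels. The methods, the supplementary legends and the sample labels name the triceps muscle as the tissue. The authors normalized and summarised the scans in the Transcriptome Analysis Console, and the deposited values are log2 signals for 22206 probe sets, of which 19572 carry a gene symbol and cover 19505 genes. The values were used as deposited. The lowest was 1.43, and 12 probe sets stood at the upper limit of the scale on all 6 arrays, and the median of an array was between 5.53 and 5.61. The number of arrays limits the precision, and a gene at that limit has no measurable difference. The groups were compared with limma, which borrows information on the spread across all probe sets, and p-values were adjusted over all probe sets by the method of Benjamini and Hochberg. No probe set passed an adjusted p under 0.05, and the smallest adjusted p from limma was 0.606. *Gfpt2* and *Cdh4* were among the probe sets that shared it. At an unadjusted p under 0.05 there were 1556 probe sets, 857 with a higher mean and 699 with a lower mean in the u40Hz-stimulation group, where 1110 are expected by chance. The share with a higher mean was 55.1%, and it was 47.5% after quantile normalization and 42.4% with the dim probe sets left out, so the larger direction was not stable. The probe sets whose groups did not overlap numbered 2764, or 12.4%, where chance gives 10% for 3 mice against 3. Arrays of one group correlated with each other hardly more (mean r = 0.986) than arrays of different groups (mean r = 0.985, both across probe sets, which are not independent). The first principal component, with 36% of the variance, set u40Hz mouse 4 (score 69.9) apart from the other 5 mice (scores from -30.0 to -0.80). *Acsl1* is not among the named probe sets and was not analysed here.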

The u40Hz-stimulation group showed increased expression of genes related to fatty acid uptake downstream of peroxisome proliferator-activated receptor gamma (PPARγ) signaling (*Lpl*, *Slc27a1*, *Acsl1*) and genes involved in fatty acid oxidation (*Acadl*) (Figure S2). Furthermore, the u40Hz-stimulation group showed increased expression of genes involved in β-oxidation within the mitochondria (*Slc25a20*, *Acadl*, *Hadhb*) (Figure S3), suggesting that u40Hz stimulation may promote energy production in the mitochondria. However, the expression of *Arntl*, a major clock gene, was significantly decreased (Figure S4).

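*Slc27a1*, which encodes a fatty acid transport protein of the cell membrane, had a mean log2 signal of 13.50 ± 0.49 (SD, n = 3) in the u40Hz-stimulation group and of 11.54 ± 1.21 (SD, n = 3) in the control group. Each stimulated mouse lay above each control mouse (two-sided exact permutation test, p = 0.1, the smallest p that 3 mice against 3 allow). The log2 fold change was 1.97 (standard error 0.55), a 3.91-fold difference, with an unadjusted p of 0.00634 and an adjusted p of 0.652 from limma, and it was 1.31 without control mouse 6. *Lpl*, the lipase that releases fatty acids from circulating lipoproteins, had a log2 fold change of 1.53 (standard error 0.66, unadjusted p = 0.0461, adjusted p = 0.711 from limma), and its groups overlapped, since control mouse 1 was at 14.87 and u40Hz mouse 10 at 14.27. Leaving out each mouse in turn, the log2 fold change of *Lpl* ran from 0.79 (without control mouse 6) to 2.26 (without control mouse 1), with an unadjusted p under 0.05 in 2 of 6 fits. *Acadl*, the long-chain acyl-CoA dehydrogenase, had a log2 fold change of 1.15 (standard error 0.42, unadjusted p = 0.025, adjusted p = 0.696 from limma), from 0.71 without control mouse 6 to 1.64 without control mouse 1. Of 15 measured genes of fatty acid uptake and activation, listed before the data were examined, 12 had a higher and 3 a lower mean with u40Hz stimulation, and none passed the adjusted threshold, nor when adjusted over the list alone. *Slc27a1* and *Lpl* were the 2 members with an unadjusted p under 0.05. The paper named both from these same arrays, so they are not independent evidence. Of the other 13, tested without them after seeing the data, 10 had a higher mean, with a median of 0.75. Their adjusted p from camera was 0.0111 with a preset correlation and 0.485 with an estimated correlation. The fatty acid translocase *Cd36* and the binding protein *Fabp5* had log2 fold changes of 1.07 and 1.26 (unadjusted p = 0.0532 and unadjusted p = 0.0519 from limma). Without u40Hz mouse 4 *Fabp5* was at 0.53, and without control mouse 6 *Cd36* was at 0.57. The list's median log2 fold change was 1.07 (adjusted p = 0.000532 from camera with a preset correlation and adjusted p = 0.476 with an estimated correlation), and 0.36 without u40Hz mouse 4. *Pparg* itself was at 11.11 in u40Hz mouse 4, at 6.42 and 6.51 in the other stimulated mice, and between 5.31 and 6.88 in the control mice. Among 11 measured PPAR receptors and coactivators, 7 had a higher and 4 a lower mean, with *Ppargc1a*, a coactivator that drives mitochondrial genes, at a log2 fold change of 0.80 (unadjusted p = 0.0404, and 0.48 without control mouse 6) and the receptor partner *Rxrg* at -0.92 (unadjusted p = 0.00682). Of 24 other PPAR target genes, 20 had a higher mean and 3 an unadjusted p under 0.05, among them the glycerol channel *Aqp7* (log2 fold change 1.18, unadjusted p = 0.0437, and 0.55 without u40Hz mouse 4) and the lipid droplet protein *Plin5* (log2 fold change 0.81, unadjusted p = 0.0357). The median of these 24 was 0.32 (adjusted p = 0.0041 from camera with the preset and adjusted p = 0.476 with the estimated correlation) and -0.04 without u40Hz mouse 4. The mean log2 signal of 14 measured adipocyte genes was 11.72 in u40Hz mouse 4, 7.46 and 7.67 in u40Hz mice 10 and 11, and from 7.20 to 8.24 in the control mice.

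**Figure D1:**
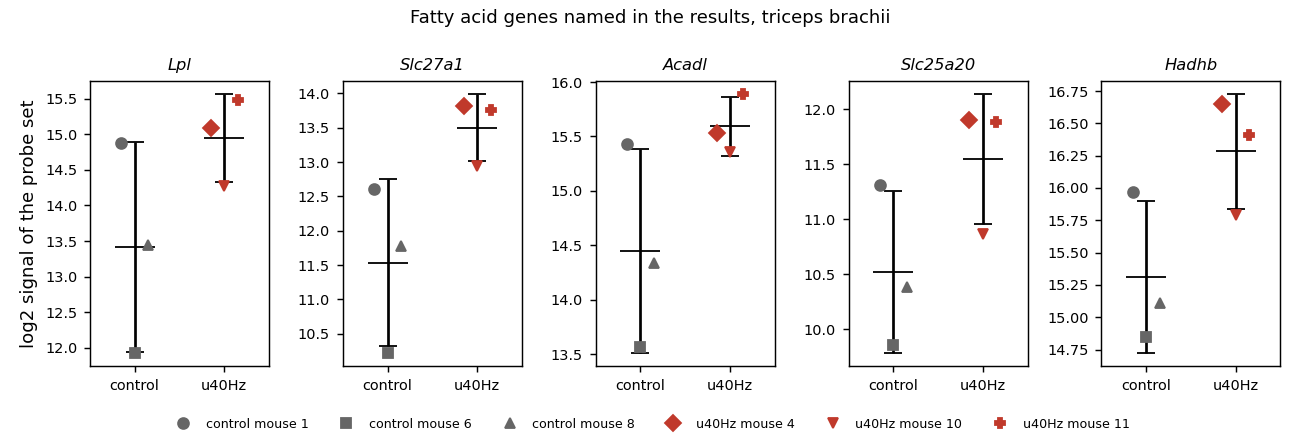
Log2 signal (vertical axes, each with its own range) of 5 genes in each mouse, with the mean as a horizontal line and the SD as a bar (n = 3 per group). The stimulated mice lie above the control mice for *Slc27a1*, and control mouse 1 lies among or close to the stimulated mice for the other 4 genes.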

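All 20 measured genes of mitochondrial β-oxidation, listed before the data were examined, had a higher mean in the u40Hz-stimulation group, with log2 fold changes from 0.03 to 1.37 and a median of 0.67. *Hadhb*, a subunit of the trifunctional protein of β-oxidation, had a mean log2 signal of 16.28 ± 0.44 (SD, n = 3) with u40Hz stimulation and of 15.31 ± 0.59 (SD, n = 3) in the control group, a log2 fold change of 0.97. Its standard error was 0.34, with an unadjusted p of 0.0193 and an adjusted p of 0.695 from limma. *Slc25a20*, the carrier that brings acylcarnitines into the mitochondria, had a log2 fold change of 1.03 (standard error 0.41, unadjusted p = 0.0348, adjusted p = 0.711 from limma). The partner subunit *Hadha* and the thiolase *Acaa2* had log2 fold changes of 0.71 and 1.37 (unadjusted p = 0.0267 and unadjusted p = 0.0271 from limma). In total 7 of the 20 had an unadjusted p under 0.05, and none passed the adjusted threshold, nor when adjusted over the list alone. As a set they were higher than other genes with a preset correlation (camera, adjusted p = 1.86e-09), and not with the correlation estimated from the arrays (adjusted p = 0.476). *Acadl*, *Hadhb*, *Slc25a20* and *Acaa2* were named in the paper or Figure S1 from these same arrays, so the full list is not independent evidence. The other 16 genes, tested without them after seeing the data, all had a higher mean, with a median of 0.60 (adjusted p = 1.48e-06 from camera with the preset and adjusted p = 0.485 with the estimated correlation). The mean log2 signal of the full list was 12.93, 11.91 and 12.14 in control mice 1, 6 and 8. It was 13.26, 12.56 and 13.21 in u40Hz mice 4, 10 and 11. The median log2 fold change of the full list was 1.01 without control mouse 1, 0.485 without control mouse 6 and 0.53 without u40Hz mouse 4. Leaving out each mouse in turn, *Hadhb* and *Slc25a20* each had an unadjusted p under 0.05 in 2 of 6 fits and *Acadl* in 3 of 6. Slow fibre genes also differed among the mice, with a mean over 12 genes of 12.77 in control mouse 1, 7.60 and 9.17 in control mice 6 and 8, and 9.56, 11.66 and 12.13 in u40Hz mice 4, 10 and 11. *Myh7*, the slow myosin heavy chain, was at 15.70, 7.99 and 10.77 in the control mice and at 11.17, 14.99 and 15.03 in the stimulated mice. From the higher expression of these genes, the paper proposes that u40Hz stimulation may promote energy production in the mitochondria.

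**Figure D2:**
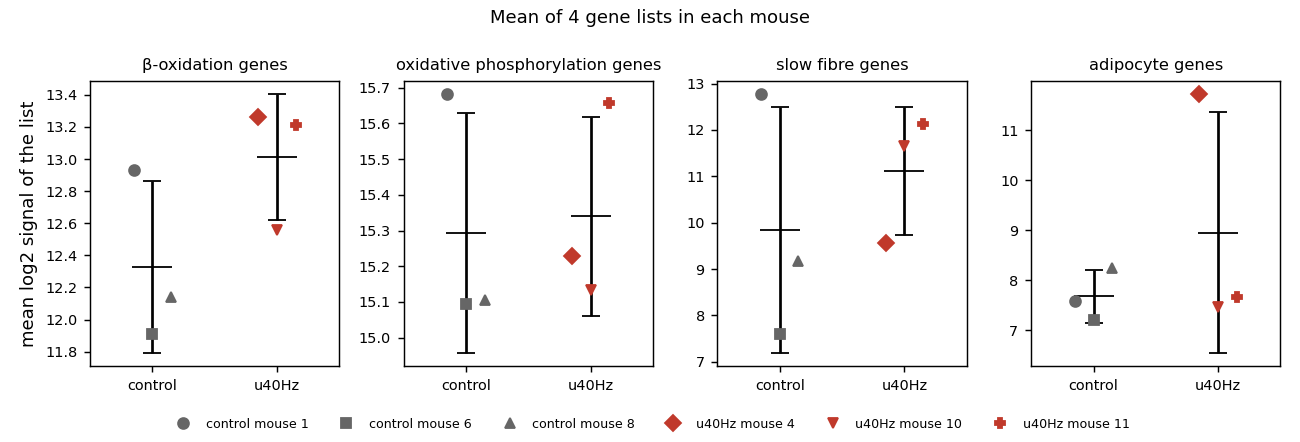
Mean log2 signal (vertical axes, each with its own range) of the genes of 4 lists in each mouse, with the group mean as a horizontal line and the SD as a bar (n = 3 per group). Control mouse 1 is high for the β-oxidation and slow fibre lists, and u40Hz mouse 4, at 11.72, stands apart for the adipocyte list.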

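*Arntl*, which encodes the clock transcription factor BMAL1, had a mean log2 signal of 7.33 ± 0.83 (SD, n = 3) in the u40Hz-stimulation group and of 9.82 ± 1.11 (SD, n = 3) in the control group. The values were 6.41, 8.03 and 7.56 in u40Hz mice 4, 10 and 11 and 8.54, 10.44 and 10.47 in control mice 1, 6 and 8, so the groups did not overlap (two-sided exact permutation test, p = 0.1, the smallest p that 3 mice against 3 allow). The log2 fold change was -2.48 (standard error 0.58), with an unadjusted p of 0.00223 and an adjusted p of 0.635 from limma. It lay between -3.12 and -2.02 when each mouse was left out in turn, with an unadjusted p under 0.05 in all 6 fits. Of 5 measured clock genes whose rhythm runs in phase with *Arntl*, itself included, all 5 had a lower mean, and *Arntl* and *Nfil3* passed when adjusted over the list alone. *Nfil3*, a repressor of the clock's output, had a log2 fold change of -0.75 (unadjusted p = 0.0106, adjusted p = 0.695 over all genes from limma). *Clock*, the partner of BMAL1, was at -0.26, *Cry1* at -0.25 and *Npas2* at -0.21, with unadjusted p-values of 0.383, 0.363 and 0.355 from limma. When a mouse was left out these ran from -0.53 to -0.12 for *Clock*, from -0.40 to -0.0117 for *Cry1* and from -0.38 to -0.055 for *Npas2*. The adjusted p of the list from camera was 0.00244 with the preset correlation and 0.476 with the estimated correlation. The paper named *Arntl* from these same arrays, so neither this nor its passing over the list alone is independent evidence. The other 4 genes, tested without it after seeing the data, all had a lower mean, with a median of -0.25. Their adjusted p from camera was 0.0357 with the preset and 0.485 with the estimated correlation.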

## 4. Discussion

This study demonstrated that u40Hz stimulation can mitigate some of the deleterious effects of aging in SAMP-10 mice, a model of accelerated aging. Our findings revealed multifaceted benefits of u40Hz stimulation, including improved glucose tolerance, reduced frailty, enhanced cognitive function, and significant changes in gene expression related to metabolism.

The results of glucose-tolerance tests indicated that u40Hz stimulation significantly improved glucose handling in aged SAMP-10 mice. Specifically, the u40Hz-stimulation group exhibited lower blood glucose levels than the control group during fasting and in the glucose-tolerance test. This effect was observed without significant differences in body weight, food intake, or insulin secretion, suggesting that the primary mechanism may involve enhanced glucose utilization and insulin sensitivity in the peripheral tissues. The upregulation of genes associated with the PPARγ pathway and β-oxidation supports this hypothesis. These pathways are critical for lipid metabolism and energy production and can enhance the efficiency of glucose metabolism and contribute to the observed improvements in glucose tolerance. PPARγ is a nuclear receptor involved in the control of metabolism that is predominantly found in adipose tissue and plays a significant role in adipocyte differentiation, which has led to the belief that its effects in adipose tissue are vital for explaining its role in insulin sensitization. However, recent studies have also emphasized the importance of its function in other tissues [18]. The expression of *Pparg* in muscles has been reported to be induced by an increase in reactive oxygen species due to exercise [19]. Additionally, the activation of AMP-activated protein kinase by exercise has been reported to increase the expression of PPARγ1, an isoform of PPARγ [20]. Sasaki et al. also demonstrated that PPARγ1 enhances the expression of lipoprotein lipase, which is considered an adaptation that promotes the uptake of fatty acids into muscle during exercise. Similarly, u40Hz-stimulated mice in this study showed an increase in *Lpl* expression, suggesting that u40Hz stimulation may act as an exercise-like stimulus on the muscle. Other genes downstream of PPARγ, such as *Slc27a1*, *Acsl1*, and *Acadl*, were also upregulated. Using mice with muscle-specific overexpression of *Slc27a1*, Holloway et al. [21] reported that *Slc27a1* increases the rate of transport of long-chain fatty acids into the muscle and redirects these lipids to oxidation rather than accumulation in the muscle. However, when examined in a high-fat diet, the insulin resistance of these *Slc27a1*-overexpressing mice did not differ from that of wild-type mice. Zhao et al. [22] reported that *Acsl1* deficiency resulted in an overall defect in muscle fuel metabolism and increased protein catabolism, causing exercise intolerance, muscle weakness, and muscle cell apoptosis. Long-chain acyl-CoA dehydrogenase (ACADL) is a key enzyme in mitochondrial fatty acid oxidation [23], catalyzing the initial step of β-oxidation of long-chain fatty acyl-CoAs. Mice with ACADL deficiency exhibit hepatic insulin resistance caused by impaired fatty acid oxidation [24]. In addition, since the expression of many genes in the β-oxidation pathway is elevated, the movement of these genes, taken as a whole, promotes fatty acid uptake into muscle and fatty acid oxidation in the u40Hz-stimulation group. This is similar to the response to exercise seen in healthy muscle [25] and contrasts with the markedly higher rate of fatty acid uptake and the corresponding increase in intracellular lipid accumulation in human muscle with insulin resistance, which is not accompanied by fatty acid oxidation [26]. Targeting fatty acid uptake and oxidation has been suggested to be a potential therapeutic approach for the treatment of insulin resistance [24], which may explain the improvement in glucose tolerance observed in this study.

The FI assessments in our study indicated that u40Hz stimulation significantly attenuated the progression of frailty in SAMP-10 mice. While the two groups of mice showed no differences before the u40Hz stimulation, after 5 weeks of stimulation, the u40Hz-stimulation group exhibited better grip strength, coat condition, and reduced piloerection. These findings indicate that u40Hz stimulation may help preserve muscle function and overall physiological condition in aging mice. A decline in the fatty acid oxidation capacity of muscles has been observed with aging [27]. Defects in fatty acid oxidation can cause chronic progressive muscle weakness [28]. The increased expression of genes involved in fatty acid oxidation within the mitochondria observed in the microarray analysis suggests that u40Hz stimulation enhances mitochondrial function and energy production, potentially facilitating the maintenance of muscle strength and reducing frailty.

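Of 34 measured genes of oxidative phosphorylation, the chain of complexes that makes ATP, 18 had a higher and 16 a lower mean with u40Hz stimulation, and none had an unadjusted p under 0.05 in limma. Their median log2 fold change was 0.04 (adjusted p = 0.615 from camera). *Cox6c* of complex IV and *Sdha* of complex II had log2 fold changes of 0.39 each (unadjusted p = 0.128 and unadjusted p = 0.143 from limma). Of 17 measured genes of the tricarboxylic acid cycle and its entry, 14 had a higher and 3 a lower mean, with none at an unadjusted p under 0.05 and a median log2 fold change of 0.25 (adjusted p = 0.0115 from camera with the preset correlation, and adjusted p = 0.538 with the estimated correlation). This median was 0.14 without control mouse 6, 0.20 without control mouse 8 and 0.16 without u40Hz mouse 11, and in these 3 fits the list no longer passed with the preset correlation (adjusted p = 0.305, adjusted p = 0.0509 and adjusted p = 0.299 from camera). With the mean of the slow fibre genes as a covariate, chosen after seeing the data, the list's median was 0.11. With the mean of the adipocyte genes added as a covariate it was 0.0154. Neither passed camera with the preset correlation (adjusted p = 0.178 and adjusted p = 0.946). *Dld* and *Pdha1*, parts of the pyruvate dehydrogenase complex, were at 0.50 and 0.85 (unadjusted p = 0.0652 and unadjusted p = 0.0784 from limma). Without control mouse 6 *Dld* was at 0.32, *Pdha1* at 0.46 and *Sdha* at 0.25, and without u40Hz mouse 11 *Cox6c* was at 0.26. The mean log2 signal of the oxidative phosphorylation list was 15.68, 15.09 and 15.10 in control mice 1, 6 and 8 and 15.23, 15.13 and 15.66 in u40Hz mice 4, 10 and 11.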

u40Hz stimulation also showed clear cognitive benefits in the Y-maze test results, wherein u40Hz-stimulated mice showed significantly better spatial memory and learning performance than the controls. Although the open-field test indicated equivalent activity and stress levels between the groups, the improvement in the Y-maze test suggests that u40Hz stimulation may have specific effects on cognitive function. This result confirms previous reports showing improvements in cognitive performance with u40Hz stimulation [14].

Gene expression analysis provides insights into the molecular mechanisms underlying the beneficial effects of u40Hz stimulation. The upregulation of genes involved in the PPARγ and β-oxidation pathways indicates enhanced lipid metabolism and mitochondrial function. This could improve overall energy efficiency and reduce the metabolic burden associated with aging. The downregulation of *Arntl*, also known as Brain and Muscle ARNT-Like Protein-1 (*Bmal1*), a clock gene, may indicate an interaction between u40Hz stimulation and circadian regulation, which could influence various physiological processes, including metabolism and cognitive function. Previous studies using deletion [29] and overexpression [30] of *Bmal1* in beta cells have shown that *Bmal1* plays an important role in glucose tolerance and insulin secretion. On the other hand, obesity has also been reported to be associated with higher expression levels of *Bmal1* in peripheral blood mononuclear cells [31], suggesting that the downregulation of *Bmal1* expression due to u40Hz stimulation may result from metabolic improvements. Additionally, the function of BMAL1 varies across different tissues; for instance, mice with intestine-specific BMAL1 knockout show resistance to obesity when fed a high-fat diet [32] Further research is required to clarify this point.

The novelty of our findings lies in the application of u40Hz stimulation beyond its well-documented effects on cognitive function improvement and amyloid-beta clearance through aquaporin-4, as recently reported [33]. Our study is the first to demonstrate the positive impact of u40Hz stimulation on glucose tolerance and muscle preservation, which are significant aspects of aging that have not been previously explored. However, there are several limitations to our study. We used SAMP-10 mice, which are a model of accelerated aging. It will be essential to verify these findings in naturally aging mice, frail mice, and diabetic model mice in future research. Additionally, while u40Hz stimulation has shown benefits in other studies, the effects of other lower frequencies should be investigated. Furthermore, the results of our microarray analysis need to be validated through detailed cellular-level studies.

## 5. Conclusions

Stimulation with u40Hz appears to be a promising intervention since it mitigated some aspects of aging in SAMP-10 mice. The improvements in glucose tolerance, frailty, and cognitive function, coupled with the significant changes in the expression of genes related to metabolism, suggest that u40Hz stimulation could enhance overall health and longevity. However, further studies are needed to elucidate the precise mechanisms underlying the effects of u40Hz stimulation and explore the potential for translating these findings to human aging.

## Figures and Tables

**Figure 1:**
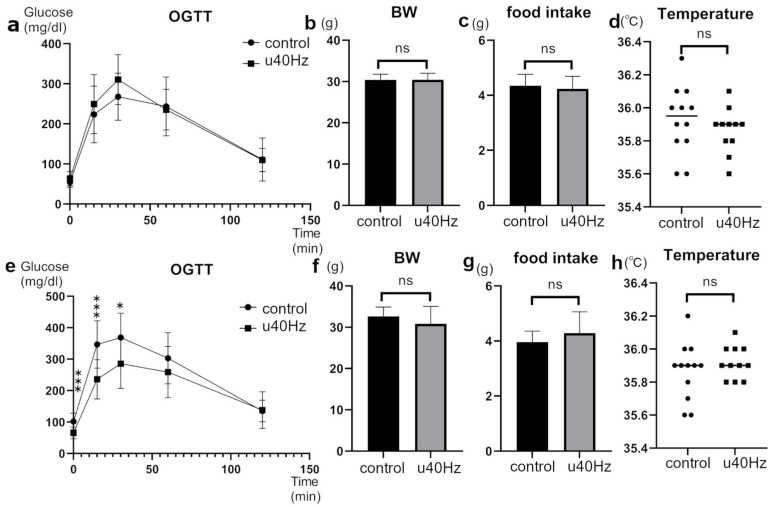
Effect of u40Hz stimulation on glucose tolerance in SAMP-10 mice. Measurements were taken at 20 weeks of age (pre-40Hz stimulation) and at 31 weeks of age (post-40Hz stimulation). The u40Hz-stimulated group (*n* = 11) and control group (*n* = 12) were compared. Panels (**a**–**d**) show pre-stimulation data: (**a**) oral glucose-tolerance test results, (**b**) food intake, (**c**) body weight, and (**d**) body temperature. Panels (**e**–**h**) show post-stimulation data: (**e**) OGTT results, (**f**) food intake, (**g**) body weight, and (**h**) body temperature. *** *p* < 0.001, * *p* < 0.05, ns indicates no significant difference.

**Figure 2:**
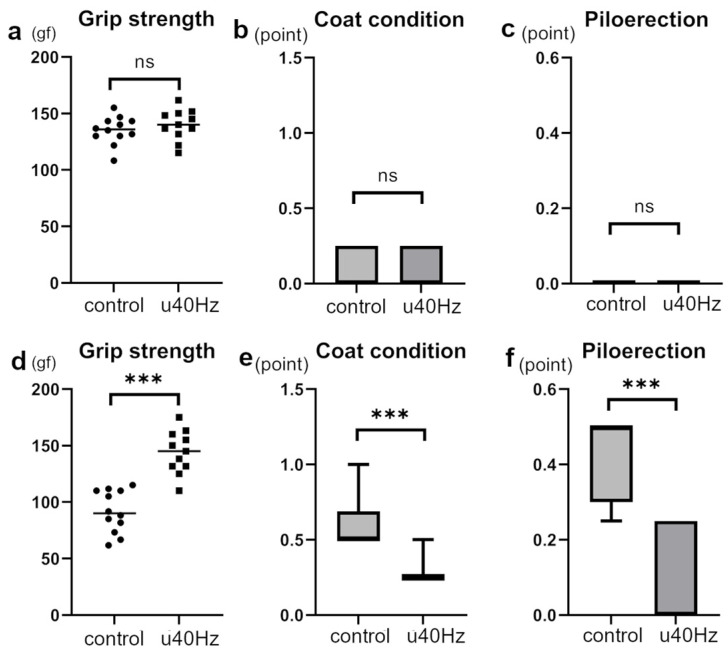
Assessment of specific frailty parameters in SAMP-10 mice pre- and post-u40Hz stimulation. The evaluations were based on a 31-item frailty index (FI) scale, highlighting significant changes in specific items. Measurements were taken at 20 weeks of age (pre-40Hz stimulation) and at 31 weeks of age (post-40Hz stimulation). The u40Hz-stimulated group (*n* = 11) and control group (*n* = 12) were compared. Panels (**a**–**c**) show pre-stimulation data at 20 weeks: (**a**) grip strength, (**b**) coat condition, and (**c**) piloerection. Panels (**d**–**f**) show post-stimulation data at 31 weeks: (**d**) grip strength, (**e**) coat condition, and (**f**) piloerection. *** *p* < 0.001, ns indicates no significant difference.

**Figure 3:**
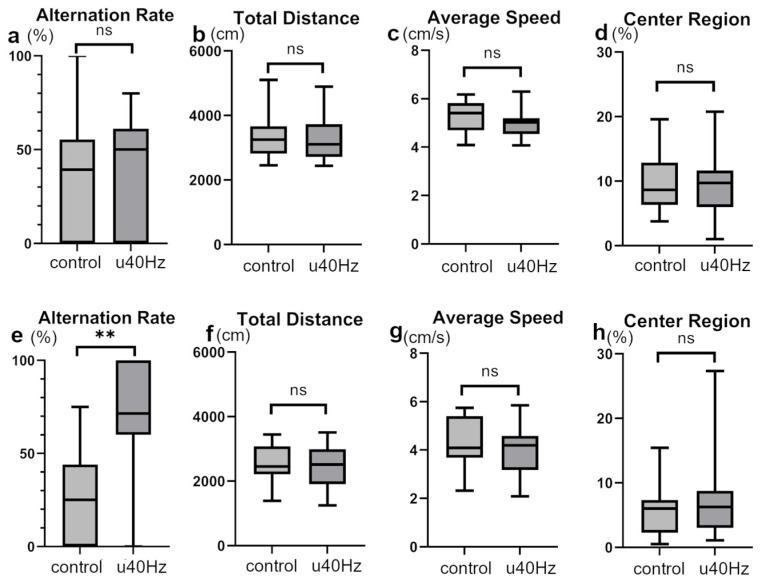
Assessment of cognitive and behavioral parameters in SAMP-10 mice pre- and post-u40Hz stimulation. Measurements were taken at 20 weeks of age (pre-40Hz stimulation) and at 31 weeks of age (post-40Hz stimulation). The u40Hz-stimulated group (*n* = 11) and control group (*n* = 12) were compared. Panels (**a**–**d**) show pre-stimulation data at 20 weeks: (**a**) Y-maze test alternation rate, (**b**) total distance traveled in the open-field test, (**c**) average speed in the open-field test, and (**d**) time spent in the center region in the open-field test. Panels (**e**–**h**) show post-stimulation data at 31 weeks: (**e**) Y-maze test alternation rate, (**f**) total distance traveled in the open-field test, (**g**) average speed in the open-field test, and (**h**) time spent in the center region in the open-field test. ** *p* < 0.01, ns indicates no significant difference.

**Table 1:** Comparison of frailty index (FI) between control and u40Hz-stimulated SAMP-10 mice after 5 weeks of stimulation.

	Control (*n* = 12)		u40Hz (*n* = 11)		*p* Value
	Median	IQR	Median	IQR	
Pre-u40Hz stimulation	0.25	0.69	0.25	0.3	0.83
Post-u40Hz stimulation	3.23	1.43	2.25	1	0.02 *

FI assessments were conducted at 25 weeks of age (pre-stimulation) and at 31 weeks of age (post-stimulation) after 5 weeks of u40Hz stimulation. The table shows the median FI scores for control mice (*n* = 12) and u40Hz-stimulated mice (*n* = 11). * *p* < 0.05.

## Data Availability

Microarray data were deposited in the National Center for Biotechnology Information Gene Expression Omnibus (https://www.ncbi.nlm.nih.gov/geo/ (accessed on 27 August 2024)). accession number: GSE269209.

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/biom14091079/s1, Figure S1: Heatmap of cluster analysis from microarray data of muscles in 40 Hz stimulation and control groups. This heatmap represents the results of the cluster analysis performed on microarray data from triceps brachii muscle tissues of mice subjected to u40Hz stimulation and control conditions. The study utilized three mice in each group (u40Hz stimulation and control). The genes displayed have been filtered based on a threshold of ±2.5-fold change. 

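The genes with the largest lower means in the u40Hz-stimulation group, among those with an unadjusted p under 0.05 and no overlap between the groups, since none passed the adjusted threshold, were led by genes of tendon and its surface. They were *Fmod* (log2 fold change -2.62), *Arntl*, *Cdh4* (-1.98), *Prg4* (-1.86), *Thbs4* (-1.61), *Gfpt2* (-1.58), *Tnmd* (-1.55), *Junb* (-1.55), *Map3k7cl* (-1.53, and -1.01 without control mouse 8) and *Comp* (-1.48). *Fmod*, *Prg4*, *Thbs4*, *Tnmd* and *Comp* encode fibromodulin, lubricin, thrombospondin-4, tenomodulin and cartilage oligomeric matrix protein. All 9 measured tendon genes that Figure S1 lists had an unadjusted p under 0.05, a list chosen on these arrays and so not independent evidence of its direction. Of 23 measured tendon genes that Figure S1 does not list, 19 had a lower and 4 a higher mean, 6 had an unadjusted p under 0.05, and none passed when adjusted over the list alone. Among these, *Pcolce2* was at -1.04, *Cpxm2* at -0.83, the tendon transcription factor *Scx* at -0.82 and *Thbs2* at -0.54. Their median log2 fold change was -0.46 (adjusted p = 3.36e-06 from camera with the preset correlation, and adjusted p = 0.476 with the estimated correlation). The 10 largest higher means under the same rule were those of the clock output *Dbp*, *Slc27a1*, 7 members of the *Btbd35f* family (*Btbd35f12*, *Btbd35f18*, *Btbd35f20*, *Btbd35f5*, *Btbd35f19*, *Btbd35f16* and *Btbd35f14*, log2 fold changes from 1.58 to 1.96) and *Fam13a* (1.56, and 0.98 without u40Hz mouse 4). The *Btbd35f* genes form a family of related copies, and their sequences were not compared here, so the value of any one of them is uncertain. Of 23 probe sets of the family 22 had a higher mean, with log2 fold changes from -0.0533 to 1.96, and the correlation between 2 of them across the 6 arrays ran as low as -0.0869, with a median of 0.862. By the difference of the group means, 136 probe sets were past 2.5-fold, 107 higher and 29 lower with u40Hz stimulation, and 66 of these had an unadjusted p under 0.05 from limma (43 higher and 23 lower). The excess of higher probe sets was smaller when certain mice were left out, with 61 higher and 44 lower without u40Hz mouse 4 and 66 higher and 48 lower without control mouse 6. Without control mouse 1 there were 244 past 2.5-fold and without u40Hz mouse 10 there were 231.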

Genes enclosed in red boxes are associated with the PPARγ signaling pathway, fatty acid beta-oxidation, or circadian regulation. Figure S2: Changes in gene expression in the PPARγ signaling pathway. This figure illustrates the changes in gene expression in the PPARγ signaling pathway in the triceps brachii muscle of SAMP-10 mice subjected to u40Hz stimulation for 5 weeks compared to a control group without stimulation. Gene expression was analyzed using microarray technology. Each experimental group consisted of 3 mice. Genes are color-coded based on their expression changes: red: genes upregulated with u40Hz stimulation; green: genes downregulated with u40Hz stimulation. Figure S3: Changes in gene expression in fatty acid beta-oxidation. This figure illustrates the changes in gene expression in fatty acid beta-oxidation in the triceps brachii muscle of SAMP-10 mice subjected to u40Hz stimulation for 5 weeks compared to a control group without stimulation. Gene expression was analyzed using microarray technology. Each experimental group consisted of 3 mice. Genes are color-coded based on their expression changes: red: genes upregulated with u40Hz stimulation; green: genes downregulated with u40Hz stimulation. Figure S4: Changes in gene expression in the circadian regulation. This figure illustrates the changes in gene expression in the circadian regulation in the triceps brachii muscle of SAMP-10 mice subjected to u40Hz stimulation for 5 weeks compared to a control group without stimulation. 

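Genes that BMAL1 and CLOCK switch on were for the larger part higher in the u40Hz-stimulation group, where *Arntl* was lower. *Dbp*, an output transcription factor of the clock, had a mean log2 signal of 16.07 ± 0.77 (SD, n = 3) with u40Hz stimulation and of 13.82 ± 1.06 (SD, n = 3) in the control group. Its log2 fold change was 2.24 (standard error 0.55, unadjusted p = 0.0031, adjusted p = 0.635 from limma), with no overlap between the groups. *Per2*, a repressor within the clock, and *Hlf*, an output factor related to *Dbp*, had log2 fold changes of 0.64 and 0.56 (unadjusted p = 0.0323 and unadjusted p = 0.0186 from limma). Of 12 measured genes driven by BMAL1-CLOCK, listed before the data were examined, 9 had a higher and 3 a lower mean. None passed the threshold adjusted over all genes, and *Dbp* passed when adjusted over the list alone. Figure S1 shows *Dbp* from these same arrays, so its passing is not independent evidence. The other 11 genes, tested without it after seeing the data, had a median of 0.48. Their adjusted p from camera was 0.0235 with the preset and 0.485 with the estimated correlation. *Ciart* was at 1.41, *Nr1d2* at 0.57, *Per1* at 0.50, *Per3* at 0.48, *Bhlhe41* at 0.17 and *Cry2* at 0.14, each with an unadjusted p from limma above that of *Per2*. Single mice moved several of these, with *Per1* from 0.14 (without control mouse 6) to 0.98 (without control mouse 1), *Ciart* from 0.94 to 2.17, *Cry2* from 0.0583 to 0.22 and *Bhlhe41* from 0 to 0.30. *Per2* was at 0.42 without control mouse 6. The other 3 ran the opposite way, with *Nr1d1*, which represses *Arntl*, at -0.44, *Tef* at -0.36 (-0.22 without u40Hz mouse 4) and *Bhlhe40* at -0.08. *Nr1d1* was at 0.05 without control mouse 6, and *Bhlhe40* at 0.0917 without u40Hz mouse 11. The list's median log2 fold change was 0.49 (adjusted p = 0.00389 from camera with the preset correlation, and adjusted p = 0.476 with the estimated correlation), and it was 0.29 without control mouse 6.

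**Figure D3:**
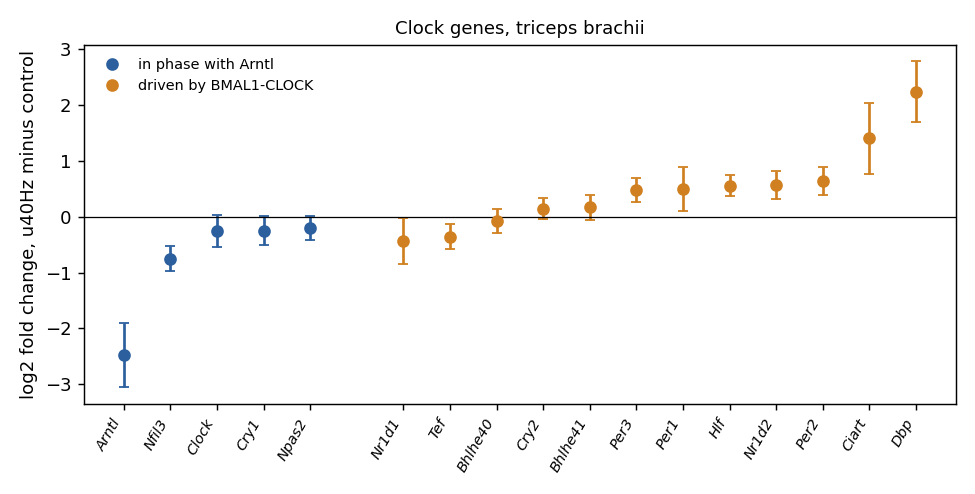
Log2 fold change (vertical axis, u40Hz minus control) of 17 clock genes, with the standard error from limma as a bar. The genes in phase with *Arntl* lie below 0, from -2.48 to -0.21, and the genes driven by BMAL1-CLOCK run from -0.44 to 2.24.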

Gene expression was analyzed using microarray technology. Each experimental group consisted of 3 mice. Genes are color-coded based on their expression changes: red: genes upregulated with u40Hz stimulation; green: genes downregulated with u40Hz stimulation.

# Supplementary material for: Unmodulated 40 Hz Stimulation as a Therapeutic Strategy for Aging: Improvements in Metabolism, Frailty, and Cognitive Function in Senescence-Accelerated Prone 10 Mice
**Source:** Biomolecules. 2024 Aug 28;14(9):1079. doi: 10.3390/biom14091079

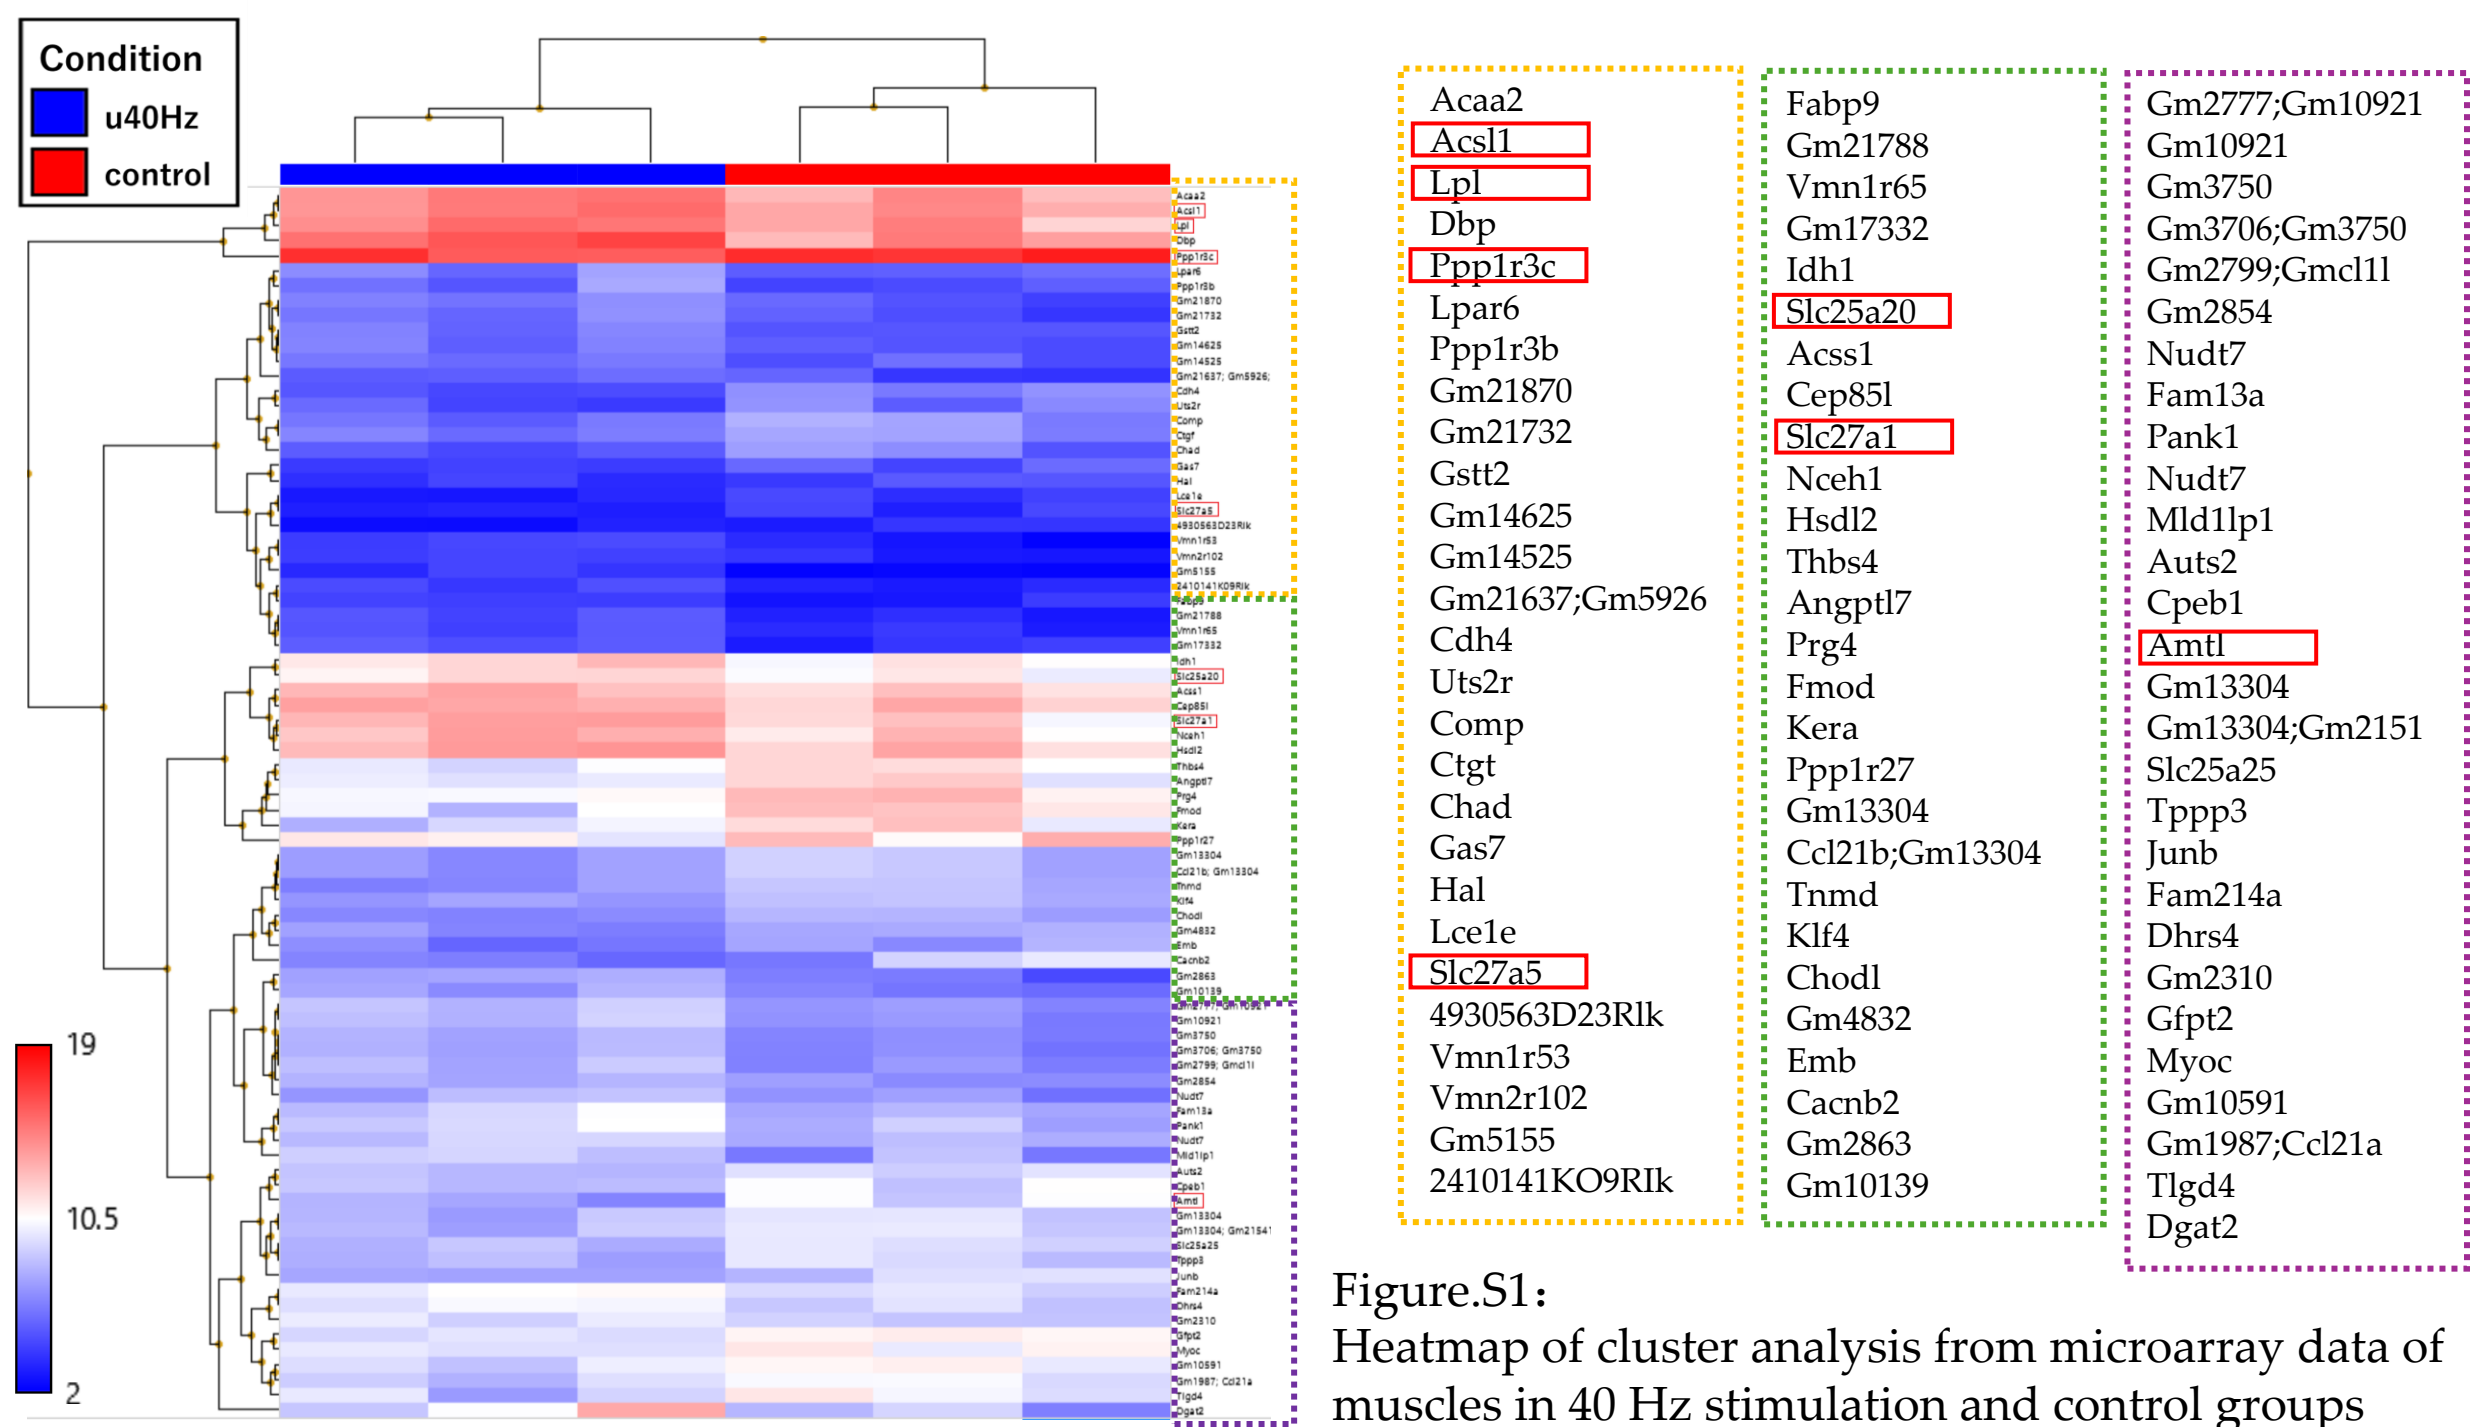

Figure.S1:
Heatmap of cluster analysis from microarray data of muscles in 40 Hz stimulation and control groups

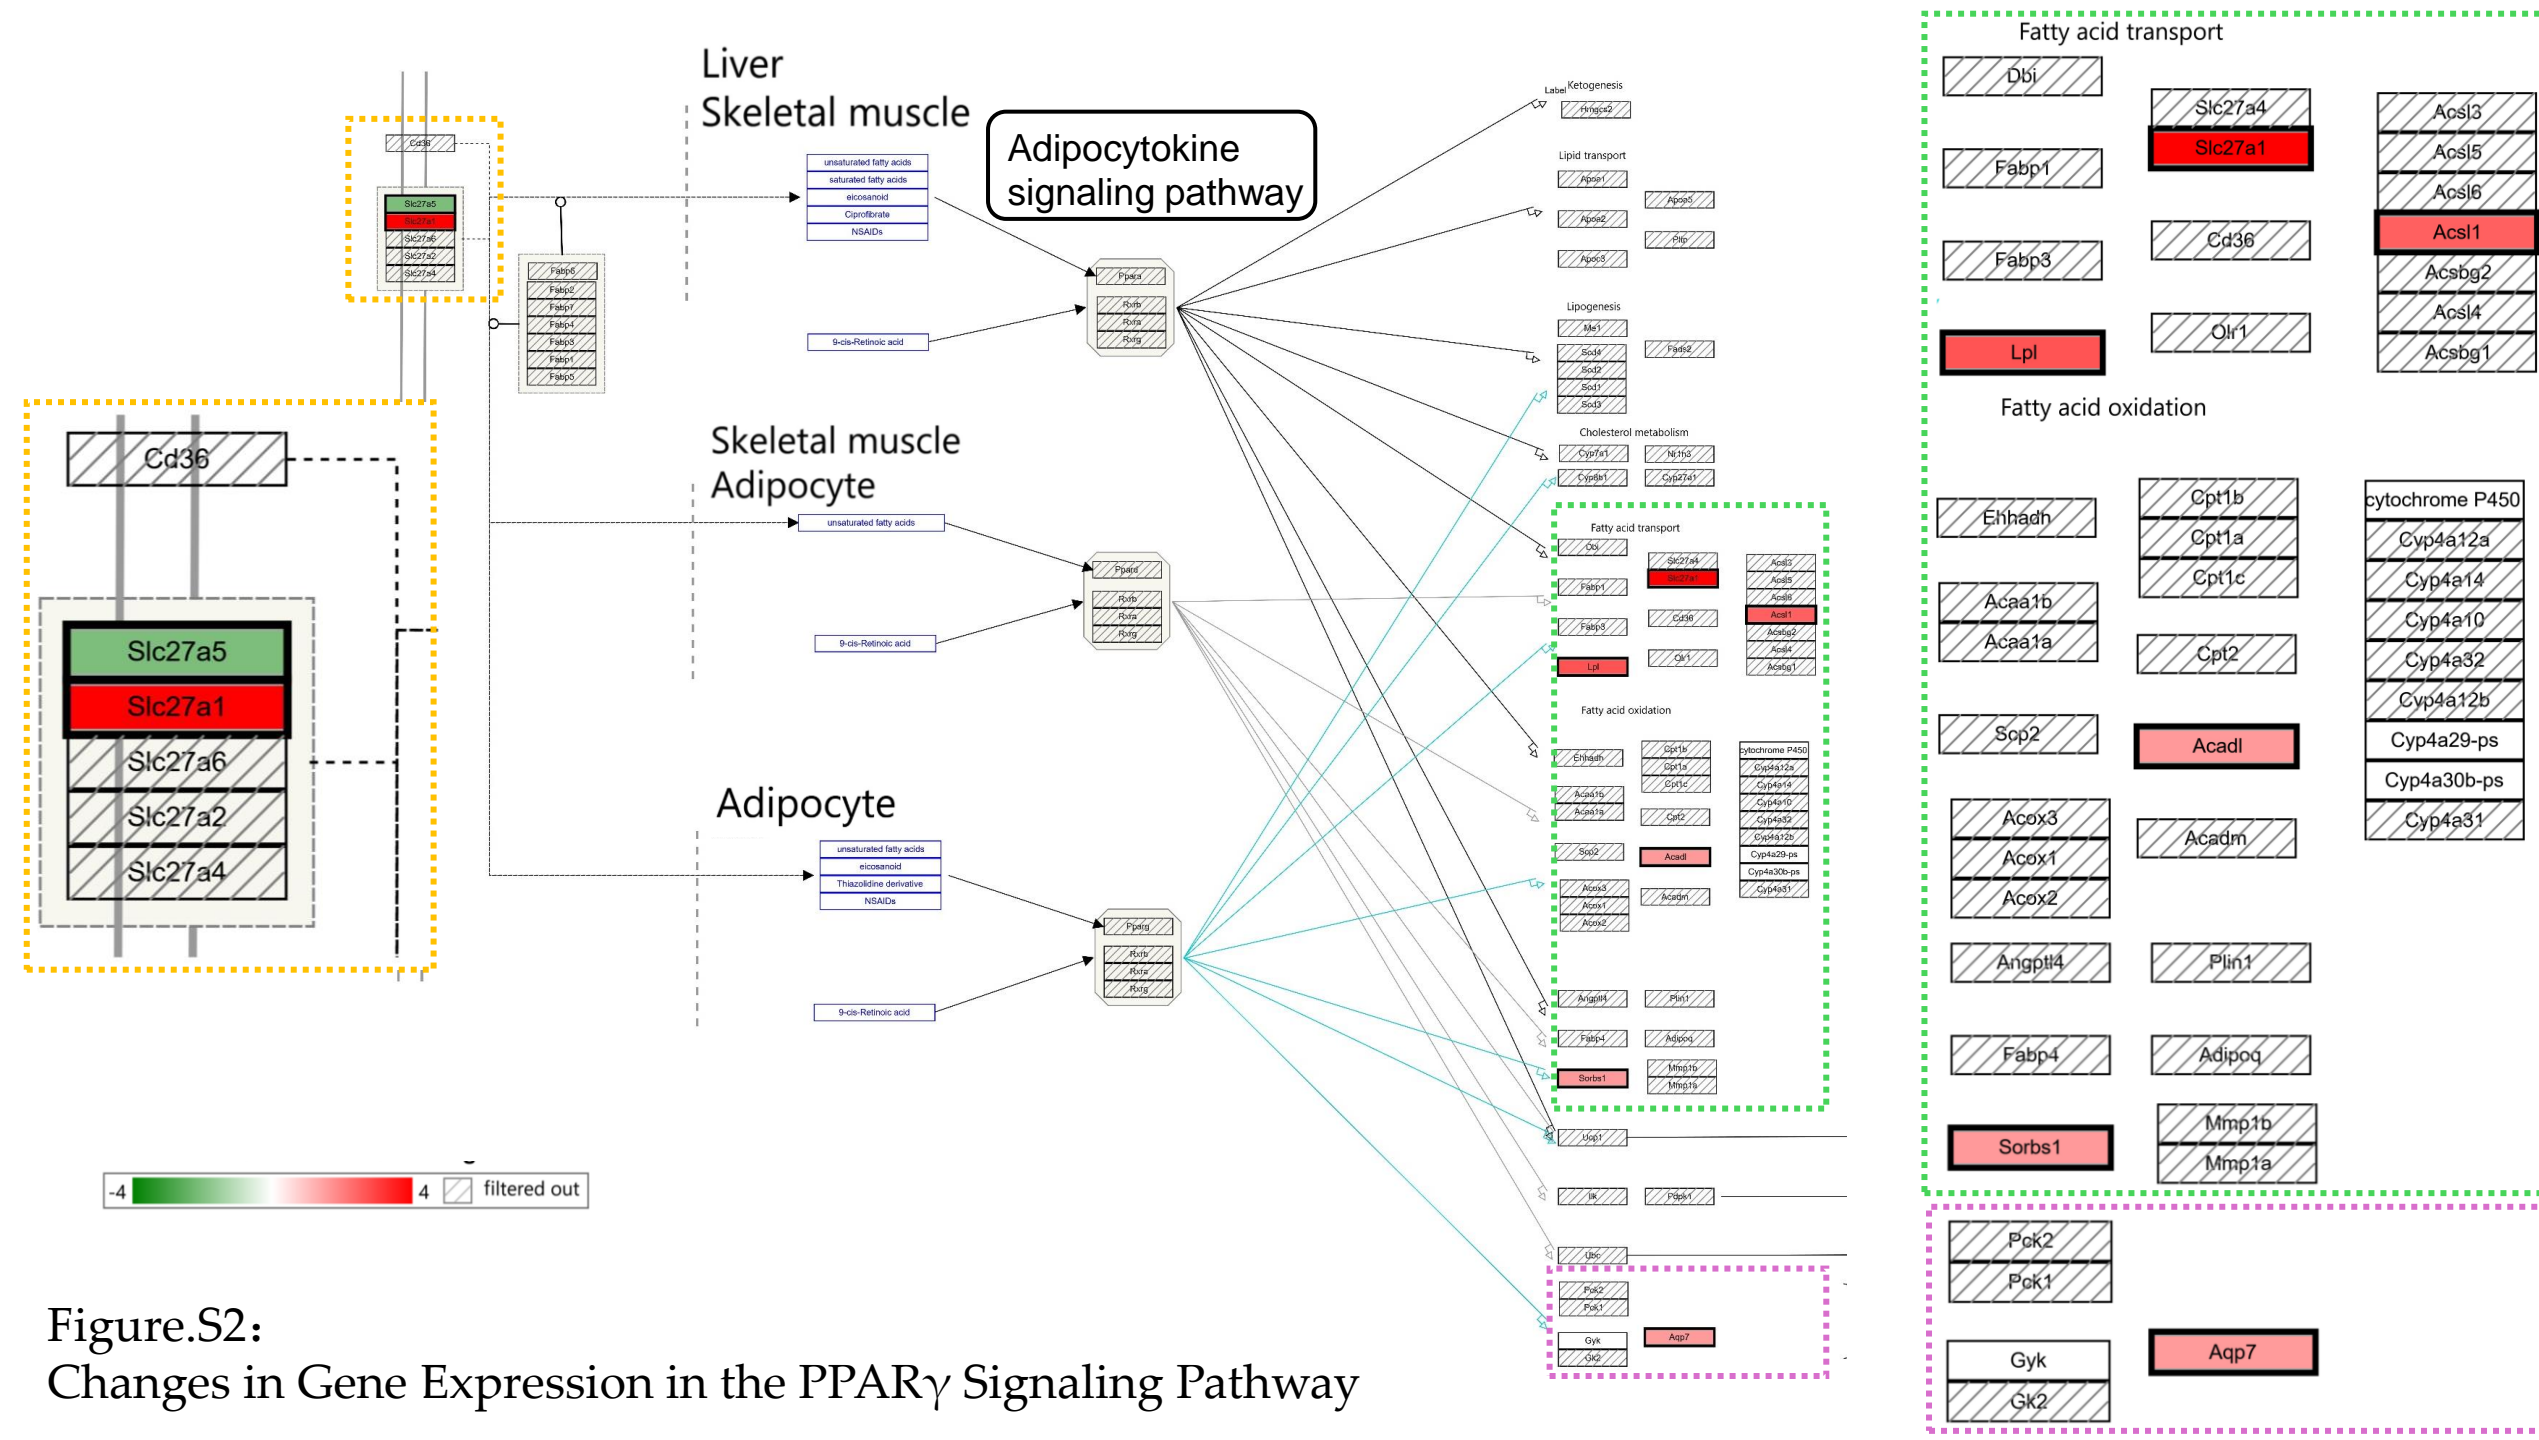

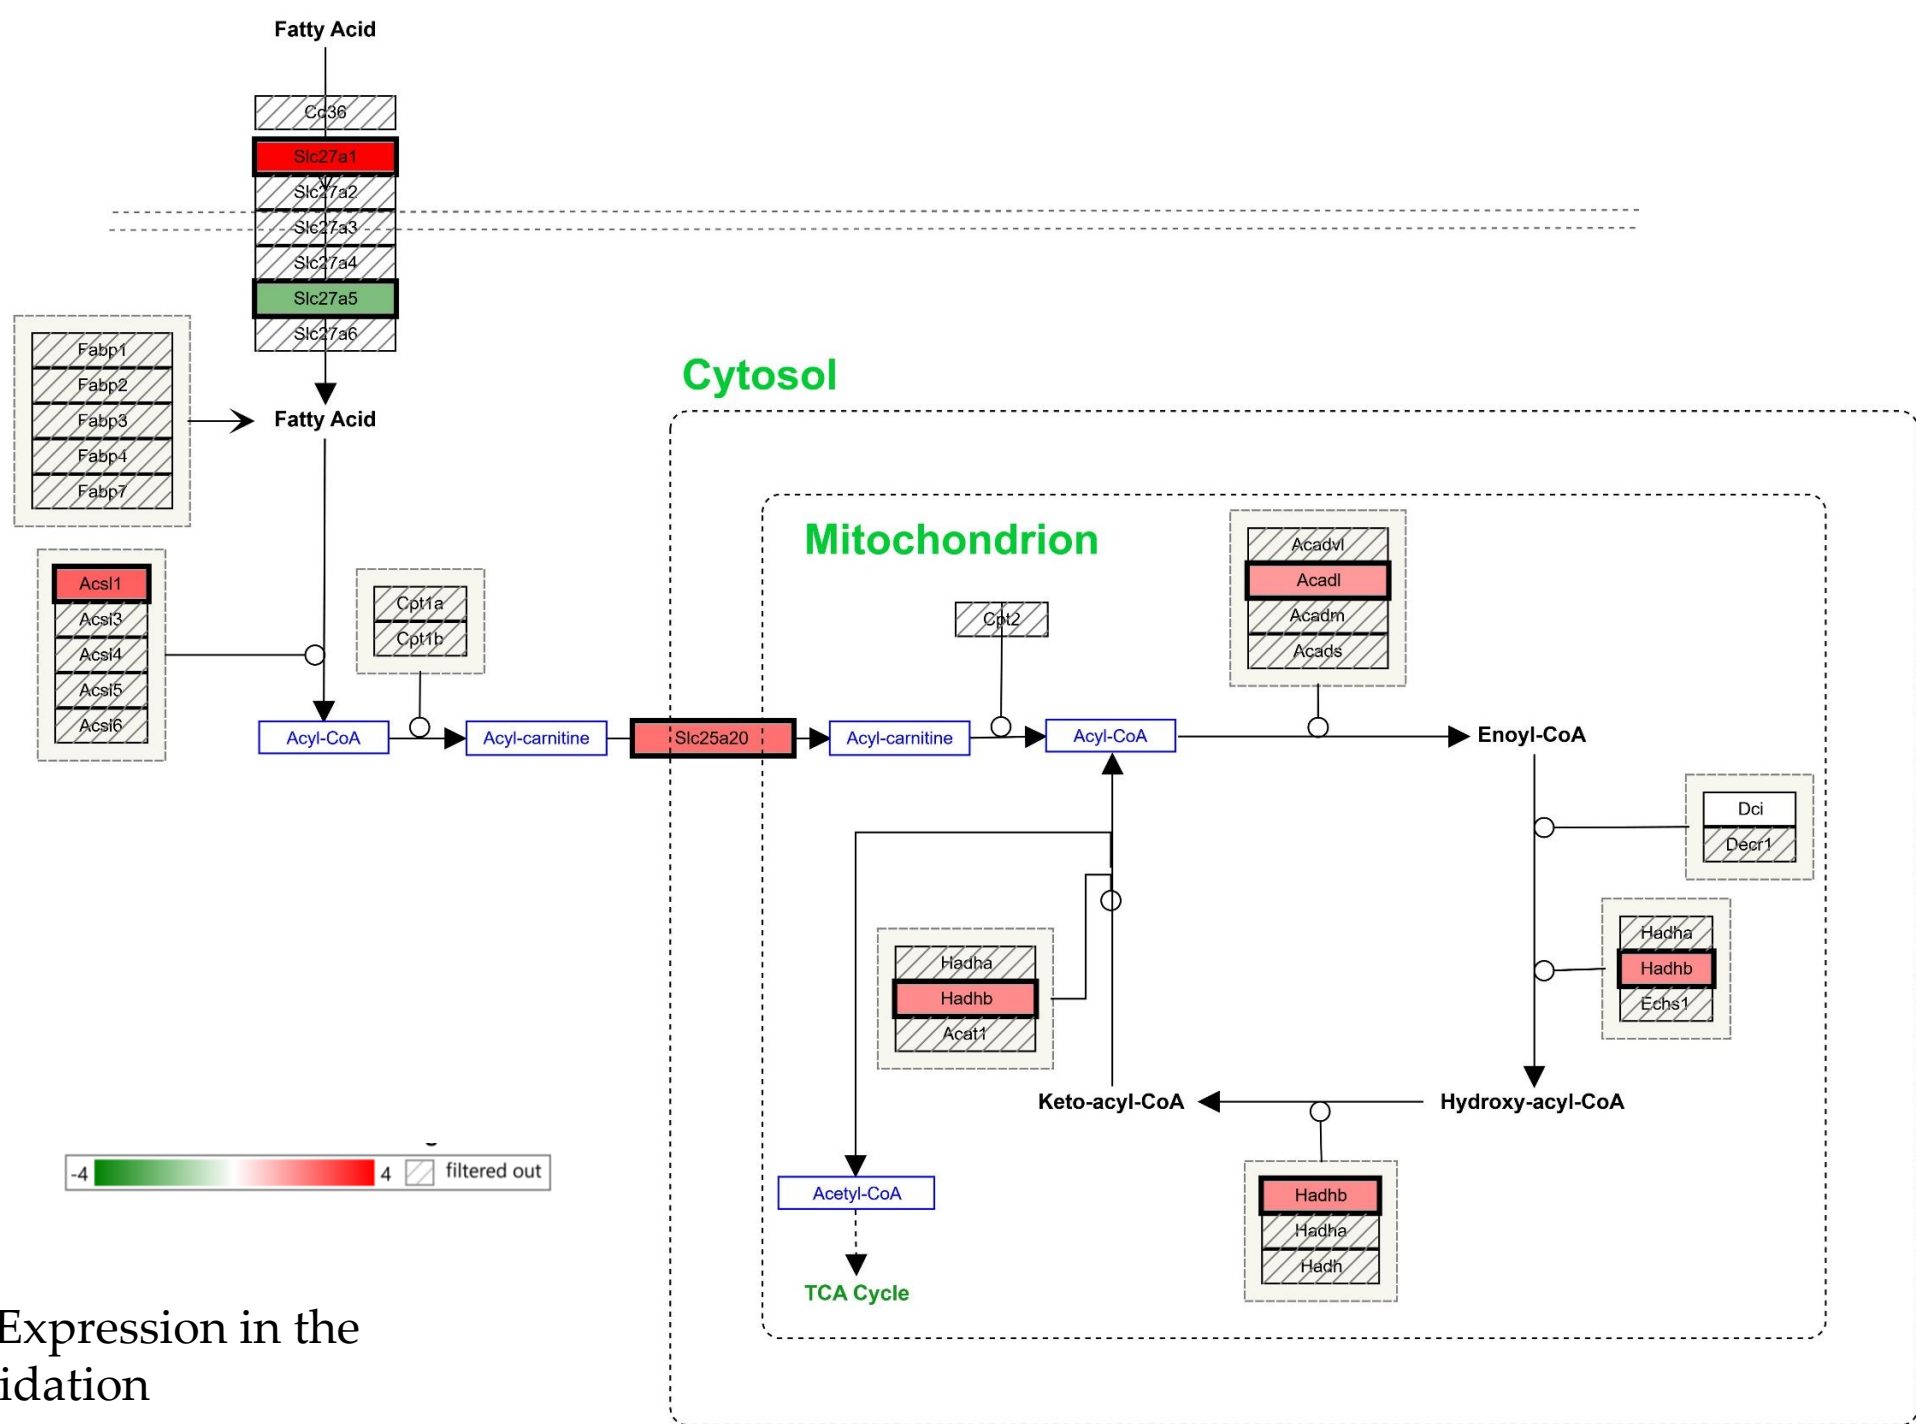

Figure.S3:
Changes in Gene Expression in the
Fatty acid beta-oxidation

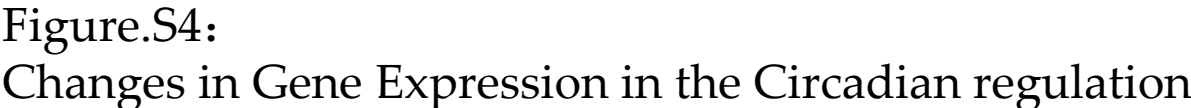

**Supplement:** Supplementary file 1

How the deposited data were processed for this re-analysis (not part of the article)

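Gene expression was measured in the triceps brachii of 6 male SAMP-10 mice, 3 of the u40Hz-stimulation group and 3 of the control group, with one Affymetrix Mouse Clariom S array per mouse. The authors scanned the arrays and normalized and summarised them in the Transcriptome Analysis Console, which the submitters' processing notes also name. Which summary method was chosen within that software, and the genome build of its annotation, are not given in the sources used here. The authors deposited log2 signals, rounded to 2 decimals, for 22206 probe sets. Their scale was read from the values, whose upper limit was reached on all 6 arrays by 12 probe sets. No control probe sets were found by name, and no filter was applied. No batch or scan date was used here. Gene symbols came from the platform's annotation, which gives 1 symbol to 19572 probe sets and none to 2634. All symbols were also in the RefSeq gene table of the mouse assembly GRCm38.p6, used for names only. Older names of listed genes were updated through that table. A gene with more than 1 probe set (55 genes) was represented by the probe set with the highest mean over the 6 arrays. No 2 arrays were near-identical: at most 1.27% of their values were equal, to 2 decimals.

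From these values, the u40Hz-stimulation group was compared with the control group with lmFit and eBayes of limma 3.58.1 in R 4.3.3, with default settings, on all probe sets, two-sided, and with p-values adjusted by the method of Benjamini and Hochberg. Unadjusted p-values are those of the same limma model. Log2 fold changes are differences of group means (u40Hz minus control). For single genes, an exact permutation test of the 3 mice against 3 cannot give a two-sided p under 0.1. Before the data were examined, 31 gene lists with 502 entries were fixed, and each was tested with camera, with a preset inter-gene correlation of 0.01 and again with the correlation estimated from the arrays, and with fry. Their p-values were adjusted over the 31 lists. With the preset correlation 15 lists passed an adjusted p under 0.05, and with the estimated correlation or with fry none did. These 15 include the tendon genes listed in Figure S1. The study chose that list on these same arrays, so its passing is not independent evidence. The red blood cell list was not read, since only 2 of its 7 genes were measured.

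The genes named in the text were chosen by a rule fixed at the same time: the genes the paper names, the 10 genes with the largest differences in each direction with no overlap between the groups (by unadjusted p, as none passed the adjusted threshold; symbols of the form Gm and a number, names ending in Rik and olfactory or vomeronasal receptors were passed over), all clock genes, and up to 4 members of each list with the smallest unadjusted p. The rows of Figure S1 had been seen when the rule was written. The probe sets past 2.5-fold at an unadjusted p under 0.05 included 19 that have no symbol or fall under the names passed over. *Ucp1* was named after its values were seen.

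The model was tested on data simulated from these arrays with 200 of 22206 probe sets changed. In 5 runs it recovered, at an adjusted p under 0.05, 12.0% of the probe sets changed by a log2 fold change of 1, 61.6% at 1.5, 86.8% at 2 and 94.8% at 3. A shift of 0.7 in the 20 β-oxidation genes among 19505 simulated genes was called in 20 of 20 runs with the preset correlation and in 15 of 20 with the estimated one. The simulated genes vary independently, which the genes of these arrays do not. The alternatives were other priors of the variance, no moderation, a rank-sum test, array weights, quantile normalization, median centring, leaving out dim probe sets, the mean of a gene's probe sets, the mean of the tendon genes of Figure S1 as a covariate, a 2-fold threshold, and leaving out each mouse. A one-step Tukey biweight of each group and the means of the slow fibre genes, of the adipocyte genes and of both as covariates were added after seeing the data, as was a test of each list without the genes that the paper or Figure S1 names.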

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

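The tests that leave out u40Hz mouse 4 to read the adipocyte, synthesis, uptake and other PPAR target lists, the test with the slow fibre and adipocyte means as covariates, and all counts over other splits except that at an adjusted p under 0.05 were chosen after the results were seen. *Ucp1*, the uncoupling protein of brown fat, was measured but is not discussed in the paper. Its log2 signal was 15.62 in u40Hz mouse 4, against at most 4.16 in the control mice and 3.91 in the other stimulated mice. The mean of 14 adipocyte genes in the same mouse was 11.72, against at most 8.24 in the control mice, with *Fabp4* at 18.78, *Lipe* at 12.08 and *Retn* at 11.89. The mean of the 23 *Btbd35f* probe sets, also outside the genes the paper discusses, was at least 6.57 in the stimulated mice and at most 6.05 in the control mice. Their median log2 fold change was 1.42, with 18 of 23 at an unadjusted p under 0.05 and a smallest adjusted p of 0.635 from limma. The probe sets of the family were correlated across the arrays (median r = 0.862), so the 18 are not separate results. Members of the family were among the genes picked for no overlap between the groups, so the separation of the family mean is not independent evidence.

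Fatty acid genes were higher with u40Hz stimulation, with a median log2 fold change of 1.15 over the 5 measured genes the paper names as raised on these arrays. Fat tissue in the stimulated dissections is argued against only as the whole source for these 5. The adipocyte list's median was 1.68 over all mice, which met the condition first set for a fat source. Without u40Hz mouse 4 it was -0.14, while the 5 genes were at 1.18 (and at 0.74 without control mouse 6). The 5 were picked as raised on these arrays, so their level is not independent evidence. Without u40Hz mouse 4 the unadjusted p from limma was 0.0915 for *Lpl*, 0.0977 for *Slc25a20* and 0.0618 for *Hadhb*. It was 0.0199 for *Slc27a1* and 0.043 for *Acadl*. The lists fixed beforehand are another matter: without that mouse the median of triglyceride and fatty acid synthesis went from 2.20 to 0.37 and that of other PPAR targets from 0.32 to -0.04, which is consistent with fat tissue in its sample, and that of fatty acid uptake from 1.07 to 0.36, which leaves fat tissue open for that list. A general rise of mitochondrial transcripts is argued against by the β-oxidation list, whose median exceeded that of oxidative phosphorylation by 0.63. This difference also met the condition first set against a rise of oxidative fibres. It does not measure fibre type, so more oxidative fibres are not argued against. The slow fibre list had all 12 genes higher and a median of 1.36 (0.0583 without control mouse 6 and 2.98 without control mouse 1). What stays open, besides more oxidative fibres, is a fasting state at dissection, slow fibres and fat tissue differing together between the pieces of muscle, and an effect of the stimulation itself. The fasting list had a median of -0.10, which met the condition first set against a fasting state. Its mean was -0.18 with a standard error of 0.12, and 12 of 17 members were lower, which leans against it. A fasting state is left open because the median lies within the SD of 0.48 among members that go both ways. The first condition did not ask for this. With the slow fibre and adipocyte means as covariates the 5 genes fell from a median of 1.15 to 0.39, on 2 residual degrees of freedom.

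Tendon genes were lower with u40Hz stimulation, including those that Figure S1 does not list, with a median log2 fold change of -0.46 over 23 genes. A smaller share of tendon in the stimulated dissections would lower such genes together, and the test set for it was not passed (p = 0.075 from camera with the estimated correlation, unadjusted). A smaller share of tendon and a lowering of tendon genes by the stimulation cannot be told apart here, because both act on the same genes and no measure of the dissected tissue was used. In this list *Pcolce2*, *Cpxm2* and *Thbs2*, picked for their small p, did not overlap between the groups, as did 12.4% of all probe sets. The mean of the whole list did overlap, with control mouse 6 at 7.65 and u40Hz mouse 4 at 7.73.

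*Arntl* was lower by -2.48 on the log2 scale. The genes driven by BMAL1-CLOCK, which fall where BMAL1 activity is lost, had a median of 0.49 in the opposite direction to *Arntl*, and the genes in phase with *Arntl* a median of -0.26 (from -0.53 without control mouse 1 to -0.20 without control mouse 8). This is consistent with the stimulated mice being at another clock phase when dissected, by the test set before the data were examined, although *Nr1d1*, *Tef* and *Bhlhe40* ran the other way. Of these, *Nr1d1* (0.05 without control mouse 6) and *Bhlhe40* (0.0917 without u40Hz mouse 11) changed sign when a single mouse was left out. Without control mouse 6 the median of the driven genes was 0.29, just short of the level the test asked for. *Arntl* and *Dbp*, which Figure S1 shows from these same arrays, are members of the tested lists, so the test is not fully independent of that figure. A different hour of dissection and a shift of the clock by the stimulation both stay open, since the hour is not given in the sources used here. With the slow fibre and adipocyte covariates the median of the driven genes was 0.19.

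The 6 arrays can be split into 3 and 3 in 10 ways, too few for a share under 0.05. At an adjusted p under 0.05 the real count was 0, which all 10 reach by necessity, so that count tests nothing. The highest other count was 1. At an unadjusted p under 0.05, 2 of the splits reached the real count of 1556, with 1784 as the highest other. Past 2.5-fold with an unadjusted p under 0.05, 3 of the splits reached the real 66, with 94 as the highest other. For gene lists called by camera with the preset correlation, 2 of the splits reached the real 15, with 16 as the highest other. The real 15 include the tendon list of Figure S1, which was chosen for the real grouping. The split that sets control mouse 1 with u40Hz mice 4 and 11 gave the 1784 probe sets and the 16 lists, and the split that sets control mouse 1 with u40Hz mice 10 and 11 gave the 94.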

How the results depend on the processing

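The covariates other than the tendon mean and the Tukey biweight were chosen after seeing the data. The tendon mean is that of genes Figure S1 lists from these same arrays. It was 8.03 in the stimulated and 9.76 in the control group. Fits with the tendon covariate therefore cannot separate it from the stimulation. No setting gave a probe set at an adjusted p under 0.05, with smallest adjusted p-values from 0.111 to 0.803 and 0 also when each mouse was left out. *Arntl* stayed lower and short of the adjusted threshold in every setting, at -3.70 to -1.40. The 1556 probe sets at an unadjusted p under 0.05 became 906 without the dim probe sets, which are fewer probe sets tested, 0 with the rank-sum test, which cannot pass with 3 against 3, and 1007 (without control mouse 6) to 1838 when a mouse was left out. The 136 past 2.5-fold became 803 with the tendon covariate, 83 with the slow fibre and adipocyte covariates (18 higher and 65 lower, the opposite balance), 314 at 2-fold, and 105 to 244 when a mouse was left out. The 66 that also had an unadjusted p under 0.05 became 37 without moderation, 572 with the tendon covariate, 185 at 2-fold, and 62 to 181 when a mouse was left out. Of the 9 measured genes to which the paper gives a direction, all 9 had it at an unadjusted p under 0.05. The paper took these directions from the same arrays, so the 9 are not independent evidence. Their number was 1 without moderation, 0 with the rank-sum test, 3 with the adipocyte covariate and 2 with both covariates. It ran from 2 to 8 when a mouse was left out.

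Of the 31 lists, 15 passed camera with the preset correlation, 8 with both covariates, 0 with the estimated correlation, and 14 when the genes that the paper or Figure S1 names were left out of each list, a setting chosen after seeing the data. The β-oxidation median of 0.67 was not past the threshold with the estimated correlation (adjusted p = 0.476) and was 0.19 with both covariates (adjusted p = 0.0592, range over its settings 2.31e-16 to 0.476). It was 1.29 with the tendon covariate. That covariate itself differs between the groups, so the rise is not evidence of a stronger difference. The BMAL1-CLOCK median of 0.49 was not past the threshold with the estimated correlation (adjusted p = 0.476) and was 0.19 with both covariates (adjusted p = 0.132, range over its settings 0.000355 to 0.476). With the tendon covariate *Comp* was at 0.18 and the tendon genes that Figure S1 does not list at 0.18, both reversed. *Comp* is a member of the list behind that covariate. The coefficients of that list average 0 by construction, so the sign of *Comp* tells nothing. Also reversed was *Bhlhe40* (0.00542) with the slow fibre covariate. With both covariates *Npas2* (0.0309), *Cry1* (0.0673), *Clock* (0.13), *Per1* (-0.23), *Nr1d1* (0.0284) and the list in phase with *Arntl* (0.0309) were reversed. A list whose own mean is a covariate has a mean difference of 0 by construction, so the sign of its median tells nothing. This covers the slow fibre list with its own covariate (-0.0318) and with both (-0.0583), and the adipocyte list with its own (-0.10). Leaving out a mouse gave -0.77 to 0.05 for *Nr1d1*, -0.16 to 0.0917 for *Bhlhe40*, -0.0408 to 0.54 for the other PPAR target genes and -0.14 to 2.48 for the adipocyte list. Apart from *Comp* and the lists with their own mean as a covariate, the cause of these changes was not tested. The robust prior, the absence of moderation and the rank-sum test do not enter the list tests. No paired analysis was possible because the groups share no mouse number. Probe sets near the lowest values carry little signal above background, which limits genes such as *Slc27a5* (3.10 and 3.93 in the stimulated and control groups).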

Differences from the paper's values

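Figure S1 shows about 82 genes filtered at 2.5-fold (Figure S1, read by eye), and 136 probe sets were past 2.5-fold here by the difference of the group means. The legend states no p, and with an unadjusted p under 0.05 from limma added the count was 66. Of the alternatives set before the data were examined, the count came within 1.5 times of the paper's when the dim probe sets were left out (115), without control mouse 6 (114) and without u40Hz mouse 4 (105). It did not with array weights (131), quantile normalization (139), median centring (136), the mean of a gene's probe sets (135), the tendon covariate (803), a 2-fold threshold (314), or without control mouse 1 (244), control mouse 8 (146), u40Hz mouse 10 (231) or u40Hz mouse 11 (193). The adipocyte covariate (101) and both covariates (83), chosen after seeing the values, also came within it, and the slow fibre covariate (156), chosen at the same time, did not. Of 62 genes of Figure S1 that could be matched, 31 were past 2.5-fold by the means and 60 had an unadjusted p under 0.05. With a one-step Tukey biweight in place of each group's mean, chosen after seeing the values, 59 of the 62 were past 2.5-fold, and 146 probe sets were past it in all, 83 of them with an unadjusted p under 0.05.

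The paper calls the decrease of *Arntl* significant, without giving its p-value or saying whether it was adjusted, so the thresholds may differ. Here its log2 fold change was -2.48 with an unadjusted p of 0.00223 and an adjusted p of 0.635 from limma, and no setting gave an adjusted p under 0.05. *Lpl*, *Slc27a1*, *Acadl*, *Slc25a20* and *Hadhb*, which the paper reports as increased, were higher here with unadjusted p-values from 0.00634 to 0.0461 and none past the adjusted threshold.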

Other observations

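Immediate early genes, which switch on within minutes of a stimulus or injury, were lower in the u40Hz-stimulation group. Of 23 measured, 22 had a lower mean, 9 had an unadjusted p under 0.05, and 5 passed when adjusted over the list alone. *Junb* was at a log2 fold change of -1.55, *Atf3* at -1.26, *Klf4* at -1.05 and *Ier2* at -0.95, with unadjusted p-values of 0.003, 0.00601, 0.00561 and 0.00471 from limma and adjusted p-values of 0.635. Without control mouse 8 *Atf3* was at -0.84. The list's median was -0.88 (adjusted p = 3.53e-10 from camera with the preset correlation, and adjusted p = 0.441 with the estimated correlation). Its mean log2 signal was 8.75, 8.78 and 8.69 in u40Hz mice 4, 10 and 11 and 9.94, 9.31 and 9.32 in control mice 1, 6 and 8, with an SD of 0.05 in the stimulated and 0.36 in the control group. Figure S1 lists *Junb* and *Klf4* from these same arrays, so the full list is not independent evidence. Without the genes of the paper and Figure S1, a test chosen after seeing the data, 20 genes had a median of -0.72. In these 20, 1 had a higher mean. Their adjusted p from camera was 2.56e-07 with the preset and 0.485 with the estimated correlation. *Dnajb1*, a heat shock cochaperone, was also lower (log2 fold change -0.94, unadjusted p = 0.000714, adjusted p = 0.635 from limma). Interstitial fibroblast genes had a lower mean in 15 of 17 cases, with *Fn1* at -1.30 and *Fstl1* at -0.66. The median of that list was -0.36 (adjusted p = 0.00212 from camera with the preset correlation, and adjusted p = 0.476 with the estimated correlation), and it was -0.0367 without u40Hz mouse 10, where *Fn1* was at -0.80, and -0.14 without control mouse 8, neither past camera with the preset correlation. Of 8 lymphatic genes, 5 had a lower and 3 a higher mean, 4 of the lower ones at an unadjusted p under 0.05, with *Lyve1* at -1.08 and *Mmrn1* at -0.71 (adjusted p = 0.0344 from camera with the preset correlation, and adjusted p = 0.476 with the estimated correlation). Of 13 endothelial genes, 11 had a higher mean, with a median of 0.28.

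Of 11 measured glycolysis genes, 8 had a lower and 2 a higher mean, with lactate dehydrogenase *Ldha* at -0.56 (unadjusted p = 0.017) and *Tpi1* at -0.58 (unadjusted p = 0.0222), and the list's median of -0.17 did not pass (adjusted p = 0.0739 from camera), while the list's mean log2 fold change was 0.01, of the opposite sign. The glycogen-targeting subunit *Ppp1r3c*, marked in Figure S1, was at -1.16 (unadjusted p = 0.0227, adjusted p = 0.695 from limma), while another such subunit in Figure S1, *Ppp1r3b*, was at 1.44 (unadjusted p = 0.0472, adjusted p = 0.711 from limma) and at 0.66 without u40Hz mouse 4. The 15 glycogen genes had a median of -0.04 (adjusted p = 0.13 from camera). Genes of glucose uptake and insulin signalling had a median of 0.06 over 20 genes (adjusted p = 0.781 from camera). All 14 measured genes of triglyceride and fatty acid synthesis had a higher mean, with *Dgat2* at 3.01 and *Acacb* at 0.69, and only these 2 had an unadjusted p under 0.05. Without u40Hz mouse 4, the mouse with the fat transcripts, *Dgat2* was at 1.72, and without u40Hz mouse 10 at 4.11. Medians near 0 were found for satellite cell genes (-0.04), Schwann cell genes (0.00333), smooth muscle and pericyte genes (0.04), and genes of the neuromuscular junction (-0.07). Genes of protein breakdown had a median of -0.18, of senescence and inflammation -0.15, of macrophages and leukocytes -0.15, of heat shock -0.24 and of fast fibres -0.19, and none of these 5 passed camera with the preset correlation (adjusted p-values of 0.129, 0.25, 0.129, 0.163 and 0.0667).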
